A study of Homo sapiens with 4 samples. Its data were reported in "Linking CRISPR–Cas9 double-strand break profiles to gene editing precision with BreakTag" (2024).

How the data were processed

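TTISS-seq libraries were available from U2OS cells, a human osteosarcoma line derived from a tumour of the tibia. In this assay, cells receive Cas9, a guide RNA and a short double-stranded DNA tag. The tag is joined into double-strand breaks (DSBs) as they are repaired, and genomic DNA beside each tag is then fragmented with Tn5 transposase, amplified and sequenced. The 4 libraries fall into 2 groups of 2 replicates: libraries of the single guide RNA (sgRNA) VEGFA site 2 with Streptococcus pyogenes Cas9, and non-target libraries that serve as the control. Group and replicate number were taken from the sample labels. The labels give the treatment of the non-target libraries as undigested and do not name the guide, if any, that those cells received.

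The authors deposited a list of break positions for each library, each with a count and the 60-nt sequence around the position. The deposited values were treated as raw read counts, because they are whole numbers with a different sum in each library and no normalization is stated. The aligner, the rule by which a position enters a list, the removal of duplicates and the use of molecular identifiers are stated for other assays of the study but not for these lists. The sum of listed counts is therefore not the sequencing depth of a library. A position missing from a list was entered as 0 in the count test, although it may have held reads below an unstated limit. The lowest listed count was 1 or 2 in each library. No build is named for these lists. The 60-nt sequences were compared with the hg38 human genome, and all 1223 listed sequences except 1, in non-target replicate 2, stood at their listed position. Positions are given in hg38 and count from 1. A position x lies immediately left of the break, so that the listed sequence extends 30 nt to either side.

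Listed sites within 30 nt of each other were merged over all libraries into 689 loci. A locus was called guide-matched when a protospacer with at most 7 mismatches to the 20-nt guide, next to an NGG protospacer-adjacent motif (PAM), had its expected cleavage position, 3 nt from the PAM, within 30 nt of a listed site. The best match had the fewest mismatches, then the nearest expected position. The limit of 7 mismatches follows the study's approach to its other break assay. The guide sequence and the sequences of 48 other guides of the study, used only for hypotheses in the closing section, were taken from the study's list of guides as identities of reagents. No measurement was taken from that list. As background for the matching, the same loci were examined at 20 shifted positions, from 500 to 5000 nt away on either side. Every NGG-flanked protospacer of hg38 with at most 7 mismatches was also listed, to give the set of sites that could have been found. Genes were annotated with GENCODE release 44, by the canonical transcript of each gene, and distances are to the nearest start site of a protein-coding gene.

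Counts were compared between groups with edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3; glmQLFit and glmQLFTest, 2 libraries against 2, two-sided), with the total listed count as library size and no further normalization factor. P-values were adjusted with the Benjamini-Hochberg method and a locus was called at an adjusted p under 0.05. DESeq2 1.42.0 with its own size factors was an alternative. Proportions were compared with two-sided Fisher's exact tests, whose units are loci and not independent replicates. When guide matches were compared between groups, a locus listed in both counted in each, so those p-values are descriptive only. Correlations and differences of means across loci were tested with two-sided permutation tests of 100000 resamples, and comparisons with genomic sites used 10000 matched draws. Shares are given with Wilson intervals at a level of 95%. Reads amplified by PCR without molecular identifiers are not independent molecules, so intervals cover counting error only. With 2 libraries per group, the smallest two-sided exact permutation p for a per-library value is 0.333, and such values are given without a test. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0 and numba 0.67.0, and figures were drawn with matplotlib 3.10.9.

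The procedures were tested on simulated data. For the count test, counts of the 689 loci were simulated for the comparison of VEGFA site 2 with non-target libraries at the real library sizes and at the dispersion of loci listed in all 4 libraries, 0.213, with 200 loci changed 64-fold. Of these, 141 (70.5%) were called in the right direction and 0 in the wrong direction, and 4 unchanged loci were called. All 68 changed loci whose share in the higher group gave at least 10 counts at the size of the shallowest library were called. In the lower group such loci could expect fewer counts. An earlier simulation at a lower dispersion was replaced by this one, because the dispersion fitted to the real counts was higher. Loci missing from a list did not enter the simulated dispersion, so these rates may not hold for the test of all 689 loci. The matching step found 400 of 400 implanted protospacers with the right strand and position and called 0 of 200 random sequences. In 200 simulated sets without an effect, the correlation test gave an unadjusted p under 0.05 in 3.5% and the sign-flip test in 8%.

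Replicates were compared before they were averaged, to check whether a pair of lists could be 1 library entered 2 times. Over shared loci, counts differed by more than sampling noise, with a chi-square of 115 per degree of freedom over 337 loci of the VEGFA site 2 libraries and of 62.4 over 70 loci of the non-target libraries.

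The loci named in the report follow a rule fixed before the data were examined. They are the on-target site, the 10 guide-matched loci with the highest mean share of counts among those listed in both VEGFA site 2 libraries and in no non-target library, the 3 loci with the highest mean share among those listed in both non-target libraries, and the 3 with the highest mean share among those listed in both VEGFA site 2 libraries without a guide match. Some sequences, positions and 1 locus that this rule selects are not reported here. Loci named outside this rule are identified as chosen after their values were seen. The tests and the alternatives were also fixed before the data were examined. The alternatives were stricter limits on counts, mismatches and distance, other merging distances, TMM and DESeq2 factors, the replicate number as a block and the omission of each library. Library sizes from loci without a guide match and a test of loci listed in all 4 libraries alone were added after the data had been seen. A guide-match comparison without the non-target loci that a VEGFA site 2 library also lists, added then too, was dropped because the overlap of the lists fixes its outcome. No library was left out.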

Results

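TTISS-seq was used to map the off-target landscape of the VEGFA site 2 sgRNA in U2OS cells, with 2 VEGFA site 2 libraries and 2 non-target libraries. The deposited lists held 459 and 485 break sites for VEGFA site 2 replicates 1 and 2, and 116 and 163 sites for non-target replicates 1 and 2. The listed counts summed to 2855164 and 3182992 in the VEGFA site 2 libraries and to 29017 and 60660 in the non-target libraries. The mean number of sites was 472 ± 18.4 (SD, n = 2) with the sgRNA and 139.5 ± 33.2 (SD, n = 2) without it, a ratio of 3.38. The 4 ratios of single libraries had an SD of 0.687. Every single-library comparison gave more sites with the sgRNA, but 2 libraries against 2 allow no exact permutation p below 0.333. The ratio rose to 4.61 when only sites with at least 10 counts were kept. The mean total count differed more, by a ratio of 67.3, since the mean count per site was 6220 and 6563 in the VEGFA site 2 libraries against 250.1 and 372 in the non-target libraries. The median count per site was 717 and 718 with the sgRNA and 33.5 and 33 without it. The non-target libraries therefore resolve small shares of counts less finely.

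Replicates ranked their shared loci alike. Spearman's rho of counts was 0.946 and Pearson's r of log10 counts 0.956 over the 337 loci listed in both VEGFA site 2 libraries. For the 70 loci in both non-target libraries, rho was 0.789 and r 0.815. Each of these 4 values had a permutation p of 1e-05, the smallest that the test can give. They are taken across loci, which are not independent replicates.

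The on-target site was the first item examined, as a check of the labels. It held 52810 counts in VEGFA site 2 replicate 1, or 1.85% of the library (Wilson 95% interval 1.83 to 1.87). In replicate 2 it held 64011 counts, or 2.01% (2.00 to 2.03). The non-target libraries listed the same site with 22 counts, or 0.0758% (0.0501 to 0.115), and 60 counts, or 0.0989% (0.0769 to 0.127). The mean share was 1.93% ± 0.114 (SD, n = 2) with the sgRNA and 0.0874% ± 0.0163 (SD, n = 2) without it. By mean share, the on-target site ranked 14 among the 606 loci of the VEGFA site 2 libraries. It ranked 15 in replicate 1 and 13 in replicate 2. The locus with the highest mean share, named here after its values were seen, held 4.85% ± 0.178 (SD, n = 2) of counts. Its protospacer lies on the minus strand of chromosome 17 at 41888501 to 41888520, in intron 16 of ACLY. It has 4 mismatches to the guide. The 10 highest loci held 34.3% and 33.5% of counts in the VEGFA site 2 replicates.

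To ask how many breaks lie at guide-like sequences, listed sites were searched for a protospacer with at most 7 mismatches beside an NGG PAM. Of the sites, 71.2% (Wilson 95% interval 66.9 to 75.2) matched in VEGFA site 2 replicate 1 and 70.3% (66.1 to 74.2) in replicate 2. In the non-target libraries 45.7% (36.9 to 54.7) and 53.4% (45.7 to 60.9) matched. After sites were merged into loci, 396 of 606 loci (65.3%, 61.5 to 69.0) matched in the VEGFA site 2 libraries and 89 of 205 (43.4%, 36.8 to 50.3) in the non-target libraries. The difference was 21.9 percentage points, with an odds ratio of 2.46 (two-sided Fisher's exact test, p = 4.49e-08). Loci listed in both groups count in each, so the groups overlap and the p-values of this comparison are descriptive only. At shifted positions 0.759% and 0.707% of the loci matched, so both groups lay far above the genomic background. Of the 89 matched loci of the non-target libraries, 88 were also listed in a VEGFA site 2 library. Among the 83 loci found only in non-target libraries, 1 (1.20%) matched, so these loci lowered the non-target share. With at most 5 mismatches the difference was 2.67 points and not distinguishable (Fisher's exact test, p = 0.506). Without non-target replicate 1 it was 10.97 points.

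By counts, guide-matched loci held 96.7% and 96.4% of the VEGFA site 2 libraries but 6.70% and 3.30% of the non-target libraries. The matched loci of the VEGFA site 2 libraries comprised 1 locus with 0 mismatches, 0 with 1, 2 with 2, 21 with 3, 75 with 4, 133 with 5, 109 with 6 and 55 with 7. A listed position lay within 1 nt of the expected cleavage position at 382 of these 396 loci (96.5%). Sites with telomere repeats numbered 18 and 24 in the VEGFA site 2 libraries, with 0.0773% and 0.0844% of counts. The non-target libraries listed 18 and 31 such sites, with 7.71% and 17.6% of counts.

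Reproducibility of the site lists was assessed from shared loci. The VEGFA site 2 replicates shared 337 loci, 73.4% (Wilson 95% interval 69.2 to 77.3) of the smaller list. The non-target replicates shared 70 loci, 60.9% (51.7 to 69.3). Pairs of 1 library from each group shared between 60.9% and 68.75% of the smaller list, no less than the non-target pair. Shared loci of the VEGFA site 2 libraries matched the guide in 272 of 337 cases (80.7%, 76.2 to 84.6), against 124 of 269 (46.1%, 40.2 to 52.1) for loci listed in 1 replicate. The odds ratio was 4.89 (two-sided Fisher's exact test, p = 5.39e-19). Merging within 5 nt moved the shared percentage most, to 71.5%. Unshared loci had lower counts, with a median of 217 against 1383 per library, and held 1.39% and 1.61% of counts in the VEGFA site 2 replicates.

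Counts per locus were then compared between the groups. With the total listed count as library size, edgeR's quasi-likelihood test called 183 of 689 loci higher and 12 lower in the VEGFA site 2 libraries at a Benjamini-Hochberg adjusted p under 0.05, and 284 loci had an unadjusted p under 0.05. All 183 higher loci were listed in both VEGFA site 2 libraries, 161 of them matched the guide and 135 were in neither non-target list. All 12 lower loci were listed in both non-target libraries, 0 matched the guide and 4 were in neither VEGFA site 2 list. Of the 272 guide-matched loci in both VEGFA site 2 libraries, 59.2% were called higher. The calls depended on the scaling. TMM factors gave 0 higher and 0 lower loci, with 114 at an unadjusted p under 0.05. DESeq2 gave 39 higher and 113 lower loci, and all 39 were among the 183. Higher loci made up 93.8% of calls with total counts and 25.7% with DESeq2. TMM and DESeq2 derive their factors from loci listed across libraries, and 51 of the 63 loci listed in all 4 libraries matched the guide. At the on-target site the log2 fold change was 4.46 in edgeR (adjusted p = 0.0309). It was 0.12 with TMM factors (edgeR adjusted p = 0.913) and 0.03 in DESeq2 (adjusted p = 0.938). Over all alternatives the adjusted p of this site in edgeR or DESeq2 ranged from 0.000233 to 0.938.

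The 10 guide-matched loci with the highest mean share among those listed in both VEGFA site 2 libraries and in no non-target library were all called higher by edgeR (adjusted p = 0.0309 for each), and DESeq2 called all 10 higher as well (adjusted p from 6.45e-08 to 0.00182). None of them was called with TMM factors or with a replicate block, and over all alternatives in edgeR or DESeq2 the adjusted p reached 0.297. Since these loci are unlisted rather than measured at 0 in the non-target libraries, no fold is given. The rule selects high counts with the sgRNA and no listing without it from the same data. It thus fixes the direction, and the 10 calls are not independent support. At the median count ratio of the other guide-matched loci, 9 of the 10 would have held at least 10 counts in non-target replicate 2. The highest, with 2.77% ± 0.00157 (SD, n = 2) of counts, has its protospacer on the plus strand of chromosome 4 at 38535990 to 38536009. It is intergenic, beside an AGG PAM, with 4 mismatches. On chromosome 13 at 99894732 to 99894751, within CLYBL but outside its canonical transcript, a locus with 4 mismatches held 1.78% ± 0.00931 (SD, n = 2). Intron 6 of ABLIM1 held a locus with 4 mismatches on chromosome 10 at 114534494 to 114534513, with 1.38% ± 0.175 (SD, n = 2). A locus in the 3′ UTR of SBF1, chromosome 22 at 50446357 to 50446376, had the same protospacer as the CLYBL locus and held 1.13% ± 0.0615 (SD, n = 2). Intron 1 of NFIX contained a locus with 3 mismatches on chromosome 19 at 13011358 to 13011377, with 1.12% ± 0.0171 (SD, n = 2). The next locus had 7 mismatches and yet held 1.04% ± 0.0856 (SD, n = 2) of counts. It is intergenic, 88 bp from the SHISA2 start site, on chromosome 13 at 26052088 to 26052107.

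The remaining 4 of these loci were intronic. They lay in intron 1 of TSKU (chromosome 11, 76784742 to 76784761, 4 mismatches, mean share 0.877%) and in intron 3 of NCOA1 (chromosome 2, 24634708 to 24634727, 5 mismatches, mean share 0.446%). The last were in intron 1 of UTP4 (chromosome 16, 69132805 to 69132824, 6 mismatches, mean share 0.370%) and in intron 1 of MIGA1 (chromosome 1, 77779748 to 77779767, 6 mismatches, mean share 0.299%). Near the break, the longest run of a single base at the 10 loci ranged from 4 to 15 nt, with a median of 6.5 nt.

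The non-target libraries had other leading loci, none of them guide-matched. The highest was at 4725287 on chromosome 7, in intron 1 of FOXK1, with 6131 and 8949 counts in non-target replicates 1 and 2, a mean share of 17.9% ± 4.51 (SD, n = 2). The locus at 41935629 on chromosome 17, in coding exon 3 of ODAD4, followed with 1270 and 7941 counts, or 8.73% ± 6.16 (SD, n = 2). Neither was listed with the sgRNA, and both were called lower there by edgeR (adjusted p = 0.0309 and 0.0313) and by DESeq2 (adjusted p = 1.01e-64 and 1.43e-38), though not with TMM factors or a replicate block, where the edgeR adjusted p reached 0.855 and 0.551. An intergenic locus at 49627056 on chromosome 5 held 977 and 1961 counts, or 3.30% ± 0.0949 (SD, n = 2). It was also listed in VEGFA site 2 replicate 2 with 132 counts and was not called by edgeR (adjusted p = 0.171, up to 0.357 over the alternatives) but was called lower by DESeq2 (adjusted p = 7.31e-07).

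Among loci in both VEGFA site 2 libraries without a guide match, the highest was at 180161301 on chromosome 5, in intron 1 of RASGEF1C, with 15813 and 16472 counts, a mean share of 0.536% ± 0.0257 (SD, n = 2). The locus at 134226288 on chromosome 5, 215 bp from the PPP2CA start site, held 4894 and 7356 counts, or 0.201% ± 0.0422 (SD, n = 2). Each was also listed in 1 non-target library, with 6 and 18 counts in the order given. Neither was called by edgeR (adjusted p = 0.209 and 0.299) or DESeq2 (adjusted p = 0.544 and 0.720). With library sizes from loci without a guide match, added after the data had been seen, the RASGEF1C locus was called higher (edgeR adjusted p = 0.0349).

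Read counts were next related to the number of mismatches. Across the 396 guide-matched loci of the VEGFA site 2 libraries, the log10 mean share fell with the number of mismatches, with Spearman's rho −0.387 and Pearson's r −0.426. Both had a two-sided permutation p of 1e-05, the smallest that the test can give, which remained 1e-05 after Benjamini-Hochberg adjustment over the 2 coefficients. The relation is across loci, which are not independent replicates. Within single libraries rho was −0.442 in replicate 1 and −0.424 in replicate 2. It was −0.481 over loci listed in both, the alternative that moved it most. The median share was 2.40% for the 2 loci with 2 mismatches, 0.199% with 3, 0.148% with 4, 0.0227% with 5, 0.0146% with 6 and 0.0120% with 7. The spread within each number of mismatches was wide. With 4 mismatches, shares ran from 0.00203% to 4.85%. Of the 13 loci above the on-target site, 1 had 2 mismatches, 3 had 3, 6 had 4, 2 had 5 and 1 had 6.

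**Figure D1:**
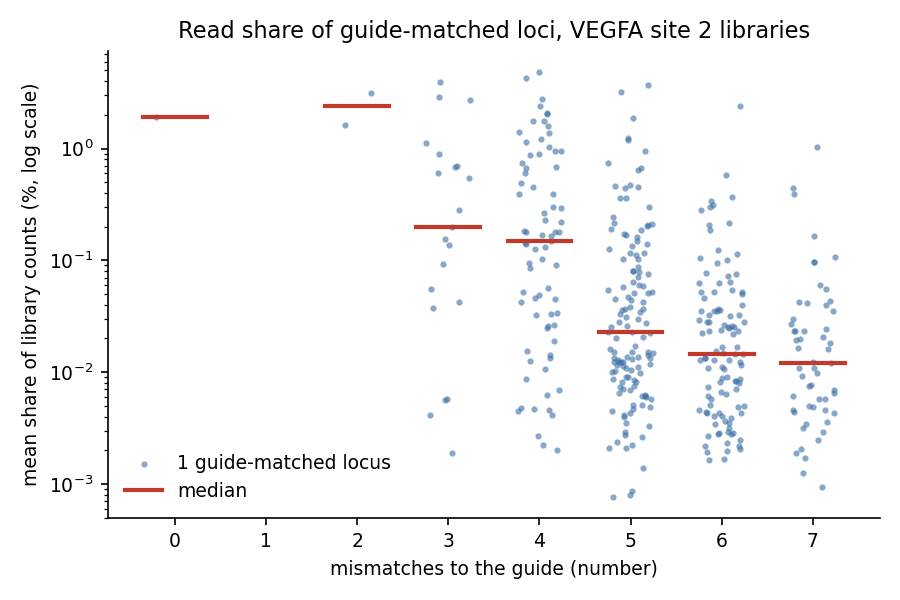
Mean share of library counts (percent, log scale) of each guide-matched locus in the VEGFA site 2 libraries against its number of mismatches to the guide, with 1 point per locus and a line at the median. Medians fall from 0.199% with 3 mismatches to 0.0120% with 7, while single loci with 4 mismatches reach 4.85%.

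Mismatch tolerance along the protospacer was compared between the PAM-distal positions 1 to 10, counted from the 5′ end of the guide, and the PAM-proximal positions 11 to 20. Guide-matched loci had 3.65 mismatches on average in the PAM-distal part and 1.58 in the PAM-proximal part, a mean difference of 2.07 (SD 1.70 across 396 loci). The two-sided sign-flip permutation p was 1e-05, the smallest it can give. Genomic sites with the same numbers of mismatches had a mean difference of −0.175, with 95% of matched draws between −0.361 and 0.0177. No draw reached the observed value (p = 0.0001 by permutation draws, the smallest they can give). The difference was 2.06 and 2.12 in the VEGFA site 2 replicates and 1.72 with at most 5 mismatches. Position 8 was mismatched at 77.3% of loci (Wilson 95% interval 72.9 to 81.1) against 42.1% of genomic sites, position 2 at 76.0% (71.6 to 80.0) against 37.4% and position 1 at 74.7% (70.2 to 78.8) against 33.9%. Position 14 was mismatched at 1.52% (0.696 to 3.27) against 22.2%, and position 15 at 8.59% (6.21 to 11.8) against 42.5%. Neither part was uniform. In the PAM-distal part, position 6 was mismatched at 17.4% of loci (14.01 to 21.5) against 27.1% of genomic sites, and position 9 at 15.4% (12.2 to 19.3) against 25.6%. In the PAM-proximal part, position 16 was mismatched at 40.9% of loci (36.2 to 45.8) against 41.2% of genomic sites, and position 19 at 43.2% (38.4 to 48.1) against 43.1%.

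**Figure D2:**
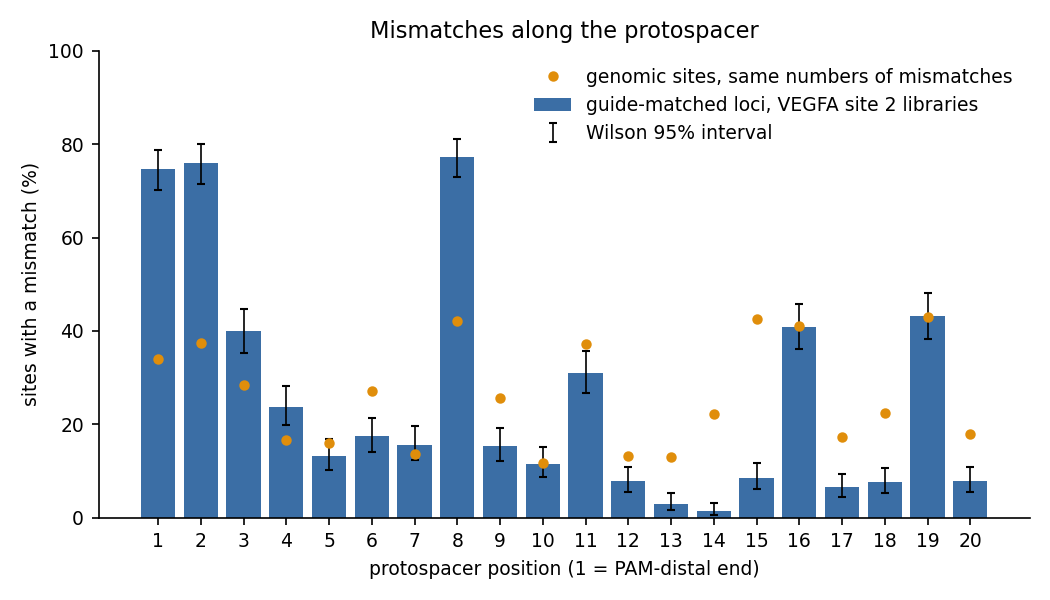
Percentage of the 396 guide-matched loci of the VEGFA site 2 libraries with a mismatch at each protospacer position (bars, with Wilson 95% intervals) and of genomic sites with the same numbers of mismatches (points). Positions 1, 2 and 8 lie far above the genomic sites and positions 13, 14 and 15 far below, whereas positions 16 and 19 do not differ from them.

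To examine PAM usage, any PAM was allowed and the match with the fewest mismatches was taken. Of 487 matched loci in the VEGFA site 2 libraries, 376 (77.2%, Wilson 95% interval 73.3 to 80.7) had NGG, 24 (4.93%, 3.33 to 7.23) NAG, 21 (4.31%, 2.84 to 6.50) NGA and 66 (13.6%, 10.8 to 16.9) another PAM. At shifted positions an average of 59.2 of the 606 loci matched with some PAM, including 4 with NGG, 5.35 with NAG and 2.2 with NGA. The values for PAMs other than NGG therefore include a substantial background. By counts, NGG loci held 96.7% and 96.4% of the reads at matched loci in the VEGFA site 2 replicates, NAG 1.28% and 1.39%, and NGA 0.552% and 0.579%. The share of NGG loci was 79.0% without replicate 2, the largest move under any alternative.

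Finally, the loci were set against all guide-like sites of the genome. The VEGFA site 2 libraries listed the only site with 0 mismatches, both sites with 2 mismatches and 21 of 35 with 3 mismatches (60%, Wilson 95% interval 43.6 to 74.4). They listed 75 of 456 sites with 4 mismatches (16.4%, 13.3 to 20.1) and 133 of 3901 with 5 (3.41%, 2.88 to 4.03). Of sites with 6 mismatches 109 of 17504 were listed (0.623%, 0.517 to 0.751), and of those with 7 mismatches 55 of 77540 (0.0709%, 0.0545 to 0.0923). The genome holds 0 sites with 1 mismatch. The non-target libraries listed the sites with 0 and 2 mismatches as well. They listed 31.4% (18.6 to 48.0) of sites with 3 mismatches, 6.36% (4.46 to 8.98) with 4, 0.769% (0.539 to 1.10) with 5, 0.0628% (0.0351 to 0.113) with 6 and 0.00645% (0.00275 to 0.0151) with 7. From 4 mismatches upward the intervals of the groups did not overlap. When a site had to be listed in both VEGFA site 2 libraries, the share with 7 mismatches fell most in relative terms, to 0.0426%.

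Guide-matched loci were listed in the non-target libraries at low counts. At the 51 guide-matched loci that non-target replicate 1 shared with both VEGFA site 2 libraries, the median ratio of its count to the summed VEGFA site 2 count was 0.0199%. For non-target replicate 2 it was 0.0463% over 87 loci.

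**Figure D3:**
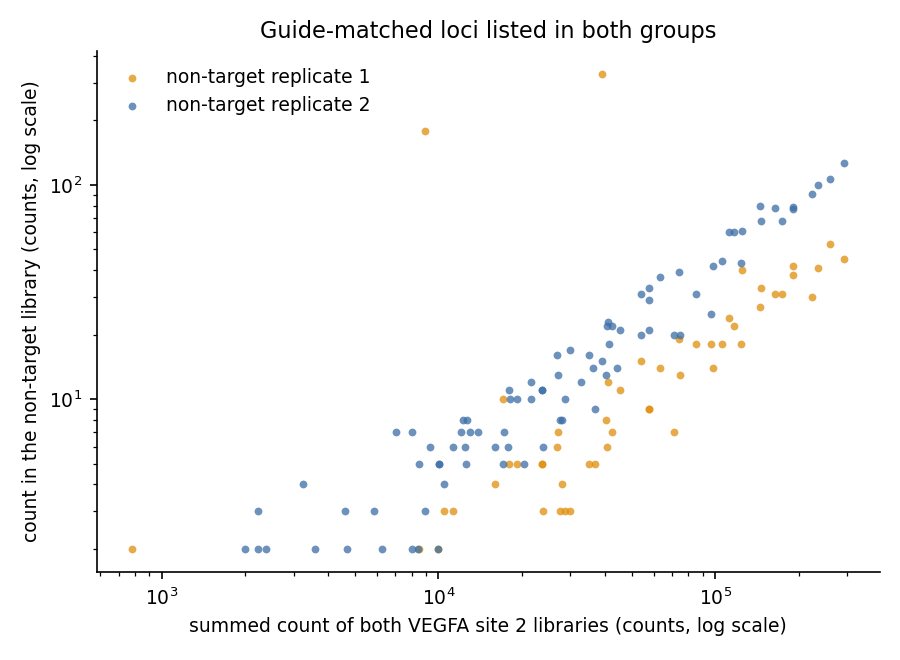
Count of each guide-matched locus in non-target replicates 1 and 2 (points, counts, log scale) against its summed count in both VEGFA site 2 libraries (counts, log scale). The counts rise together in both replicates, and 2 loci of non-target replicate 1, with 328 and 179 counts, lie far above the others.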

Values the study reported

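In genomic DNA digested in vitro with pooled sgRNAs and profiled by HiPlex BreakTag, the study reported NGG as the PAM of 84.7% of cleaved sites. It gave 9.29% for NAG and 1.75% for NGA. The caption of the matching figure speaks of unique reads instead, so the measure behind these values is not settled.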

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

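The tests with library sizes from loci without a guide match and with loci listed in all 4 libraries alone were chosen only after the result was seen. In all, 33 results were recomputed under alternatives, giving 169 values. Among the reported comparisons, 56 alternative values kept their direction and stayed within the spread or on the same side of the threshold, 21 moved and 1 weakened. Among single loci, 57 values stayed on the same side of the threshold, 27 lost the call and 3 gained it, and 4 that left out 1 library had no test. None reversed a called direction.

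Requiring at least 10 counts per site raised the ratio of listed sites to 4.61, and the cause was not tested. With at most 5 mismatches, the difference in guide-matched loci weakened to 2.67 percentage points (Fisher's exact test, p = 0.506), while other limits on mismatches, distance, PAM and counts kept it between 15.3 and 33.1 points. The limit of 5 mismatches leaves out the loci with 6 and 7 mismatches. The VEGFA site 2 libraries listed 109 and 55 of these and the non-target libraries 11 and 5. The difference thus lay mostly at 6 and 7 mismatches, and why the groups differ there was not tested. Leaving out 1 library moved this difference from 10.97 points, without non-target replicate 1, to 27.8 points, without VEGFA site 2 replicate 2, and the cause was not tested.

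The count test depended most on scaling. TMM factors gave 0 higher and 0 lower loci, with 114 at an unadjusted p under 0.05, and DESeq2 gave 39 higher and 113 lower. The TMM factors were 0.214 and 0.229 for the non-target and 4.50 and 4.53 for the VEGFA site 2 libraries, and 51 of the 63 loci listed in all 4 libraries matched the guide. The factors thus change the effective library sizes of the groups in opposite directions by construction, and both methods brought the on-target site near 0 change. DESeq2 gave no adjusted p to 361 loci. Library sizes from loci without a guide match gave 258 higher loci, all 183 original calls among them, and 4 lower. These sizes were 27072 and 58661 for the non-target and 92884 and 115248 for the VEGFA site 2 libraries. They differ less between the groups than the totals, which raises the log2 fold changes by construction. A lower call with total counts is thus a lower share and not always a lower count. The test of the 63 loci listed in all 4 libraries gave 49 higher and 11 lower, from fewer loci tested. The on-target log2 fold change ranged from 0.03 in DESeq2 (adjusted p = 0.938) to 9.25 with library sizes from loci without a guide match (edgeR adjusted p = 0.000425, Benjamini-Hochberg). Over its alternatives the adjusted p of this site in edgeR or DESeq2 ranged from 0.000233 to 0.938. The count minimum and merging within 100 nt each gave 188 higher and 12 lower loci. With the replicate number as a replicate block, 0 loci were higher and 0 lower, with 122 at an unadjusted p under 0.05. The block leaves fewer residual degrees of freedom by construction, so the lost calls are not read as a smaller effect. The deviations of same-numbered libraries correlated at 0.133 over 63 loci, and with 2 pairs and no shared batch in the labels the numbers are not taken to pair the libraries.

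Spearman's rho of share with mismatches was −0.442 to −0.424 and the PAM-distal minus PAM-proximal difference 2.06 to 2.12 when 1 VEGFA site 2 library was left out, and the cause of these moves was not tested. Sites listed in both VEGFA site 2 libraries made up 2.31% of genomic sites with 5 mismatches, 0.383% with 6 and 0.0426% with 7, because fewer sites meet that criterion. Leaving out 1 library gave 2.82% to 2.90% with 5 mismatches, 0.497% to 0.508% with 6 and 0.0516% to 0.0619% with 7, for the same reason. PAM usage, the sharing of loci and the detected shares at 0 to 4 mismatches stayed within their intervals under every alternative run. Leave-one-out values could not be had for shared loci, which need both replicates. Calls were not recomputed with 1 library left out. The on-target log2 fold change was, and ranged from 4.29 without non-target replicate 1 to 4.67 without non-target replicate 2. The low totals of the non-target libraries, 29017 and 60660 counts, limit what can be said of loci that they do not list.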

Other observations

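All tests in this part were chosen only after the result was seen, except the test of start sites. None of them, that test included, was among the tests fixed before the data were examined. Each explanation is a hypothesis found and examined on the same data.

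Guide-matched loci in the non-target libraries followed the VEGFA site 2 counts closely. Spearman's rho with the summed VEGFA site 2 count was 0.961 over 87 loci in non-target replicate 2 and 0.930 over 49 loci in replicate 1 (permutation p = 1e-05 for each, the smallest the test can give). At loci listed in all 4 libraries, the log2 ratio of VEGFA site 2 to non-target counts was higher with a guide match. The mean difference from loci without a match was 11.80 (medians 10.55 over 51 loci and −1.16 over 12 loci, two-sided permutation p = 1e-05). This ties the VEGFA site 2 counts to the guide. It cannot show where the few non-target counts come from, so breaks that do not need the guide stay open. Such breaks would have to follow the VEGFA site 2 counts closely. Swapped labels are argued against, because the lowest on-target share of a VEGFA site 2 library was 18.7 times the highest of a non-target library. Reads exchanged between libraries are a candidate explanation that stays open. Around a fixed ratio, the variance over the mean of non-target replicate 2 counts was 1.28 over 49 loci, and 1.30 over 25 loci in replicate 1, where 1 would be pure counting error. These values cover listed loci alone. With unlisted loci that expected at least 10 counts entered as 0, they were 6.22 over 58 loci and 5.26 over 34 loci, although an unlisted locus is not a measured 0. Nor is the lower value specific, since the small scatter between the VEGFA site 2 libraries themselves would imply 1.23 for an independent library of the same depth as non-target replicate 2, and 1.09 for replicate 1. Cleavage by the same guide in the non-target cells stays open too. The mean log10 count at guide-matched loci differed by −1.38 from that at loci of the non-target libraries alone in replicate 2 (medians of 11 and 540 counts), but exchange and such cleavage cannot be told apart because the number of molecules behind each count and the reason for unlisted loci are not known. In replicate 1, 2 loci lay far above the ratio, at 18522672 on chromosome 19 with 328 counts and at 128944301 on chromosome 9 with 179 counts, where 7.80 and 1.78 were expected. They were left out by a bound of 20 standard errors that was set after they were seen.

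Some loci went against a simple exchange. At the ratio of non-target replicate 2, 58 guide-matched loci expected at least 10 counts, and 9 of these were in neither non-target list, although sites with a count of 1 were listed. Chance is argued against, because the lowest expectation among the 9 was 10.4 counts and their sum was 306. All 9 are among the 10 loci that the naming rule selected, so the rule itself favours such loci. Long runs of a single base near the break are a candidate explanation for some of the 9. The longest run within 60 nt averaged 9.44 nt at the 9 loci and 5.27 nt at the 49 listed loci, a difference of 4.18 nt (two-sided permutation p = 8e-05). Runs of at least 10 nt occurred at 4 of the 9 and at 0 of the 49. These 4 loci were all listed in both VEGFA site 2 libraries. Their counts there ranged from 12644 and 14321 at the NCOA1 locus to 50931 and 56360 at the CLYBL locus. Ambiguous alignment alone would act on every library, so these counts argue against it as the sole reason for absence from the non-target lists. The other 5 had runs of at most 7 nt, within the range of 3 to 8 nt at listed loci, so run length leaves them unexplained. Among these 5, the intergenic locus at 38536006 on chromosome 4, with 77.5 counts expected, has a longest run of 4 nt, below the median of 5 nt at listed loci. A filter in the authors' site calling was not tested.

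Of the 337 loci listed in both VEGFA site 2 libraries, 65 had no match by the main rule. Within 3 nt of the break, 36 of the 65 matched with a 1-nt gap and at most 5 mismatches beside an NGG PAM, against 0 at shifted positions. A match of at most 5 mismatches beside a PAM other than NGG was present at 33, against 0 at shifted positions. Either was present at 51 and both at 18. These limits were set after the loci had been explored. Guide-directed cleavage with a bulge or at another PAM may thus account for most of these loci, and the 18 with both kinds of match leave open which applies there. The RASGEF1C locus, for example, has 3 mismatches beside a CAG PAM. Of the 14 with neither, 11 carried telomere repeats and all 14 were also in a non-target library. No other biological explanation was tested for them.

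Of the loci listed in both non-target libraries, 5 were in no VEGFA site 2 library. A guide against BFP that the study lists as non-targeting matched 2 of the 5 with at most 1 gap, the FOXK1 locus with 4 mismatches and a 1-nt gap and the ODAD4 locus with 4 mismatches and 0 gaps. None of the 47 other guides compared matched as many, and shifted positions gave 0. These 2 loci held 25.5% and 27.8% of the counts of the non-target replicates. Cleavage by the non-targeting guide is a candidate explanation. The labels give the treatment of these libraries as undigested and name no guide for them, so it is not known that any guide was present, and 2 loci are few for a search over 48 guides.

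The target of another guide of the study, FANCF, was listed in all 4 libraries at 22625790 on chromosome 11, 33 bp from the FANCF start site, with 28, 26, 6 and 10 counts in non-target replicates 1 and 2 and VEGFA site 2 replicates 1 and 2. A locus with 2 mismatches to the FANCF guide, at 8707529 on chromosome 18 in intron 1 of MTCL1, held 7 and 4 counts in the non-target replicates. Among 292 loci without a VEGFA site 2 match, 2 lay within 3 mismatches of the FANCF guide, against 0 for each of the 47 other guides. Reads exchanged with a library of another guide are a candidate explanation, and material carried over before sequencing was not tested.

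Guide-matched loci lay near transcription start sites more often than similar genomic sites. Within 1 kb of a protein-coding start site were 70 of 371 loci (18.9%, Wilson 95% interval 15.2 to 23.2), against 12.8% of unlisted genomic sites drawn with the same number of mismatches and like GC content (95% of draws from 9.70% to 15.9%; p = 0.0001 by permutation draws, the smallest they can give). Another 25 loci had too few matched sites. The difference of 6.07 percentage points argues against GC content and number of mismatches as the whole cause, although GC accounts for part, since matching on mismatches alone gave 9.79%. Access of Cas9 or of the tag to open chromatin may contribute. No chromatin data were used, and differences in how uniquely reads align were not tested, so both remain open.

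Many listed positions lay 1 nt from the expected cleavage position. Protospacers on the plus strand had 106 sites 1 nt below it and 12 sites 1 nt above it, and those on the minus strand had 125 and 7. An overhang with a fixed orientation to the PAM would shift the strands in opposite directions, so the 125 minus-strand sites at a lower coordinate argue against it as the cause. The same offset was seen in both libraries at 53.9% of 271 loci. How the authors chose a single position from reads on either side was not tested, and no biological explanation was tested.

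The share of NAG among matched loci here was 4.93%. That is lower than the value quoted from the study above. The share of NGA among matched loci here was 4.31%. That is higher than the value quoted from the study above. For NGG, the share among matched loci here was 77.2%, which is lower than the value quoted from the study above. By counts the directions for NGG and NGA differ. NGG loci held 96.7% and 96.4% of the reads at matched loci in VEGFA site 2 replicates 1 and 2, which is higher than the quoted value. NGA loci held 0.552% and 0.579% of the reads at matched loci in the VEGFA site 2 replicates, which is lower than the value quoted from the study above. NAG loci held 1.28% and 1.39%, which is lower by this measure too. Whether the study's values are shares of sites or of reads is not settled. The directions for NGG and NGA therefore stay open. At shifted positions an average of 2.2 loci matched with NGA and 5.35 with NAG, against the 21 and 24 found, so the shares of loci include background.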
